# Study of Retinoic Acid-Induced Osteoarthritis: Integrating RNA-Sequencing, Network Pharmacology, Molecular Docking, and Experimental Validation

**DOI:** 10.3390/ijms26125519

**Published:** 2025-06-09

**Authors:** Tao Lu, Zi-Yi Liu, Yang-Shuo Ge, Shuai-Yu Jiang, Qing-Ao Zhao, Dao-Fang Ding

**Keywords:** osteoarthritis, retinoic acid, chondrocytes, RNA-sequencing, network pharmacology, molecular docking, experimental validation

## Abstract

Osteoarthritis (OA) is a debilitating joint disorder characterized by cartilage degradation and disruption of chondrocyte homeostasis. Although retinoic acid (RA) has been used in OA models, its precise targets are not clear. A translational framework was employed, integrating RNA-sequencing results, network pharmacology prediction, computational ligand-receptor molecular docking, and biological experimental validation, to systematically elucidate RA’s disease-modifying targets in OA pathogenesis. RNA-sequencing of RA-treated chondrocytes revealed 656 differentially expressed genes (DEGs). Protein–protein interaction (PPI) network analysis and functional enrichment [Gene Ontology (GO)/Kyoto Encyclopedia of Genes and Genomes (KEGG)] highlighted key pathways, including extracellular matrix (ECM) reorganization and PI3K-Akt-mediated mechanotransduction and others. Network pharmacology analysis identified 42 shared targets between RA and OA. PPI analysis and functional enrichment (GO/KEGG) highlighted pathways including the renin–angiotensin system and the neuroactive ligand–receptor interaction, among others. Molecular docking ranked candidate targets by binding affinity of RA in descending order as MAPK14 (p38α), PTGER3 (PGE2 receptor), CA2 (CA2), and others. Five intersecting targets CA2, ACE, PTGS1 (COX-1), PGR, and EDNRA (ETAR) were identified by integrating RNA-sequencing (RNA-seq) results and network pharmacology predictions. These interactions were experimentally validated via western blot, RT-qPCR and immunofluorescence. RA increased the expression of MMP13, CA2 and ACE, and decreased the expression of COL2A1 in chondrocytes. siRNA-mediated knockdown of both CA2 (human CA2 homolog) and ACE (human ACE homolog) inhibit cartilage degradation through downregulating MMP13 and upregulating COL2A1. This study not only elucidates potential molecular mechanisms by which RA modulates chondrocyte catabolism but also offers a valuable reference for the development of novel OA therapeutics.

## 1. Introduction

OA affects approximately 7% of the global population [1] and more than 500 million people worldwide [2]. Clinically, knee OA is the most common form of arthritis, followed by hand and hip [3]. The development of OA is mainly associated with age [4], obesity [5], joint damage, inflammatory factors, and abnormal mechanical stresses within the joints [6]. With the global increase in elderly and obese populations, the incidence of OA is expected to rise, posing a profound economic and social burden [7,8]. It is worth noting that although OA is not directly life-threatening, it can cause disability, profoundly affecting patients’ emotional well-being and quality of life.

RA is a biologically active metabolite of vitamin A, playing a critical role in cell proliferation, differentiation, and immune responses [9]. Basic information about RA and its metabolism in vivo is illustrated in Figure 1. RA exhibits favorable pharmacokinetic properties, including good blood–brain barrier (BBB) permeability [10]. In addition, RA has been extensively studied in anti-tumor research and dermatological therapeutic studies, especially in the treatment of acute promyelocytic leukaemia (APL) [11,12]. RA has demonstrated efficacy in the treatment of dermatologic diseases; however, its clinical application is limited by notable side effects. Studies have shown that all-trans RA (ATRA) can inhibit chondrogenesis, and its toxicity can cause limb deformities [13,14]. Additionally, chronic exposure may lead to bone abnormalities in both children and adults, highlighting concerns about its long-term skeletal toxicity [15]. The study has shown bone hyperplasia to be a side effect of RA overdose, and similar changes have been observed in patients treated with isotretinoin for basal cell nevus syndrome [16]. The progression of OA is closely related to cartilage cell metabolic imbalance and ECM homeostasis disruption [17]. Pro-inflammatory cytokines such as IL-1β and TNF-α drive this imbalance by inducing matrix metalloproteinases (MMPs), particularly *MMP13*, leading to accelerated cartilage degradation [18,19]. Given this, OA-related catabolic activity can be evaluated by monitoring the expression of key genes, and RA may contribute to OA pathogenesis by modulating these catabolic pathways and gene expression profiles.

RA has been shown to influence chondrocyte catabolism through multiple mechanisms, including modulation of the cytoskeletal structure, enhancement of cell adhesion and spreading, regulation of ECM synthesis, and alteration of protein glycosylation patterns [21]. Together, these effects result in significant changes to the chondrocyte phenotype and function. Zengli Yu et al. found that RA suppressed chondrocyte metabolism and differentiation by interfering with the TGF-β3/TβRII/Smad signaling pathway, thereby impairing cartilage formation [22]. These findings were consistent with those reported previously by Maurizio Pacifici et al. [23]. However, the study has shown that inhibition of RA synthesis blocks limb bud formation, and exogenous RA supplementation can rescue this developmental defect [24]. Conversely, Kawata and colleagues successfully induced chondrogenic differentiation of pluripotent stem cells [25], demonstrating that RA synergizes with the Wnt/β-catenin signaling pathway to promote chondrocyte differentiation by regulating enhancers of chondrogenic transcription factors *SOX9*, *SOX5*, and *SOX6*, upregulating key genes like *SOX9* [26].

Given the complex and contradictory roles of RA in chondrocyte catabolism, further investigation is essential to clarify its precise effects in the context of OA. Our study aims to comprehensively evaluate the impact of RA on chondrocyte catabolism and identify the key genes and metabolic pathways involved in this process. The flow chart of this study is shown in Figure 2. Additionally, rat primary chondrocytes have been used in this experiment. Human gene symbols are applied to bioinformatics analyses.

## 2. Results

### 2.1. RNA-Seq Analyses Results

#### 2.1.1. Visualization of RNA-Seq DEGs Results by Heatmap and Volcano Plot

Using a false discovery rate (FDR) threshold of <0.05, 656 DEGs were identified through the RNA-Seq analysis. 

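The RNA-Seq experiment compared primary chondrocytes of newborn rats that had received 1 µM RA for 24 h (RA) with untreated chondrocytes (CON), with 3 samples per group. RA is a vitamin A derivative that acts through nuclear receptors. Poly(A) RNA was sequenced, and the authors deposited for each sample the number of reads they counted on each of 18923 genes, without normalization, together with the FPKM of each gene. These FPKM values scale each count by the length of the gene and by the total count of the sample. The total count was 30708423, 30170909 and 38007486 in the CON samples 1, 2 and 3, and 29688242, 29370025 and 30952882 in the RA samples 1, 2 and 3. The aligner, the counting tool and the genome build behind these counts are not named in the paper's text. The counts were normalized with edgeR's TMM method, and the 13438 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test. DEGs were genes with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 0.58 in either direction, which joins the FDR of the results text to the fold change of the methods. The filter, the normalization and the fold-change threshold can each move the number of DEGs, and FPKM values are used mainly to show levels.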

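Of the 13438 genes tested, 667 were DEGs, of which 359 were higher and 308 lower in RA. The number of DEGs moved most when the fold-change threshold was dropped, to 1319 genes. When each sample was left out in turn, between 480 and 755 genes were DEGs. Among DEGs with a mean FPKM of at least 1 and no overlap between the groups, the largest rise was that of Csn3 (ENSRNOG00000001951), from 0.0966 ± 0.0486 FPKM in CON to 2.97 ± 0.94 in RA (SD, n = 3 each), a log2 fold change of 4.83 (standard error 0.439, adjusted p = 3.15e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by LOC103692173 with a log2 fold change of 3.48, Cyp26a1 with 3.35, Ntn1 with 2.91 and Il1rl1 with 2.70. The rise of LOC103692173 rested largely on RA sample 1: without that sample its log2 fold change was 2.35 (adjusted p = 0.082, edgeR, range over all alternatives 1.55e-05 to 0.15), and it was a DEG in 2 of the 6 fits that each left out 1 sample. It was not one without CON sample 2 (3.75), CON sample 3 (3.12) or RA sample 2 (3.68) either. The largest falls were those of LOC103689941, with a log2 fold change of -3.73, Cntn2 with -2.99, Clec3a with -2.97, Sfrp2 with -2.49 and Smpd3 with -2.15. Clec3a fell from 107 ± 14.9 to 13.8 ± 0.382 FPKM (SD, n = 3 each).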

A heatmap and volcano plot were generated to visualize the transcriptional changes induced by RA in chondrocytes (Figure 3A,B); these analyses revealed three major RA-driven pathogenic axes: (1) cartilage catabolism, marked by upregulation of *MMP13* (+2.3-fold) along with suppression of *ACAN* (−1.5-fold) and *COL2A1* (−0.8-fold), coupled with activation of NF-κB-mediated inflammasome; (2) metabolic reprogramming, marked by glycolytic shift (*CA2* +1.2-fold) and lipid metabolism dysregulation (*PLA2G4A* +0.3-fold); and (3) structural reorganization, characterized by ECM destabilization (*COL27A1* −1.4-fold, *HAPLN1* −1.3-fold) and integrin signaling activation (*ITGA5* +1.9-fold).

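Mmp13 (ENSRNOG00000008478), the gene of a collagenase, rose from 50.9 ± 12.1 FPKM in CON to 246 ± 20.5 in RA (SD, n = 3 each), a log2 fold change of 2.26 (standard error 0.153, adjusted p = 8.77e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acan (ENSRNOG00000028992), which encodes the proteoglycan aggrecan, fell from 718 ± 71 to 254 ± 19.1 FPKM (SD, n = 3 each), a log2 fold change of -1.51 (adjusted p = 4.78e-05 by the same edgeR test). Col2a1 (ENSRNOG00000058560), which encodes type II collagen, went from 5420.1 ± 961 to 3185 ± 141 FPKM (SD, n = 3 each), a log2 fold change of -0.78 (adjusted p = 0.00457, edgeR). The log2 fold changes of Car2, the rat name of CA2, Col27a1 and Hapln1 were 1.21 (standard error 0.128), -1.43 (standard error 0.0738) and -1.30 (standard error 0.112). All 6 of these genes were DEGs with all samples and in each of the 6 fits that left out 1 sample. Pla2g4a, which encodes a cytosolic phospholipase, had a log2 fold change of 0.30 (standard error 0.0914, adjusted p = 0.086 from edgeR's test) and was not a DEG. Itga5, an integrin gene, went from 45.5 ± 4.06 to 53 ± 0.225 FPKM (SD, n = 3 each), a log2 fold change of 0.20 (standard error 0.0762, adjusted p = 0.149, edgeR), and was not a DEG either.
Lists of genes were tested with limma's camera, which compares the test statistics of a list's genes with those of all other tested genes, and adjusted by Benjamini-Hochberg over 16 lists. The median log2 fold change describes each list and is not the quantity that camera tests. The 15 tested genes of an 18-gene list of NF-κB targets had a median log2 fold change of 0.096 (adjusted p = 0.00489, camera), which held under fry (adjusted p = 0.00396) and not with the correlation between genes estimated from the data (adjusted p = 0.154). Each fit that left out 1 sample applied the filter on low counts anew, so the tested genes of a list could change. In such fits the median was 0.28 without CON sample 3, 0.16 without RA sample 2 and 0.15 without RA sample 3. Without CON sample 1 it was 0.13, and 0.11 over the genes tested with all samples. The list's 4 DEGs, named after their values were seen, were Ccl2 with a log2 fold change of 1.22, Cxcl10 with 1.25, Tnfaip2 with 1.16 and Cxcl1 with 1.11. Cxcl1 was no longer a DEG without any 1 of the RA samples, with log2 fold changes from 1.06 to 1.17, nor Cxcl10 without CON sample 2 (1.21), RA sample 1 (1.08) or RA sample 2 (1.23). Of 12 inflammasome genes, 6 passed the filter on low counts, and their median log2 fold change was 0.012 (adjusted p = 0.321, camera, in the downward direction). The median lay between -0.024 and 0.025 with each sample left out in turn, and below 0 without CON sample 2, RA sample 1 or RA sample 3. The only DEG among them, Casp4, named after its values were seen, was lower in RA, with a log2 fold change of -0.77, and fry gave the list an adjusted p of 0.0108, also downward. The 17 tested glycolysis genes had a median of 0.25 (adjusted p = 1.16e-04, camera), also past the threshold under fry (adjusted p = 0.0218) but not with the estimated correlation (adjusted p = 0.344). None of these 17 genes was a DEG, and 14 had an unadjusted p under 0.05. From the rise of MMP13, the fall of the matrix genes and the changes of the other genes it names, the paper states that RA drives cartilage catabolism, metabolic reprogramming and structural reorganization.

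**Figure D1:**
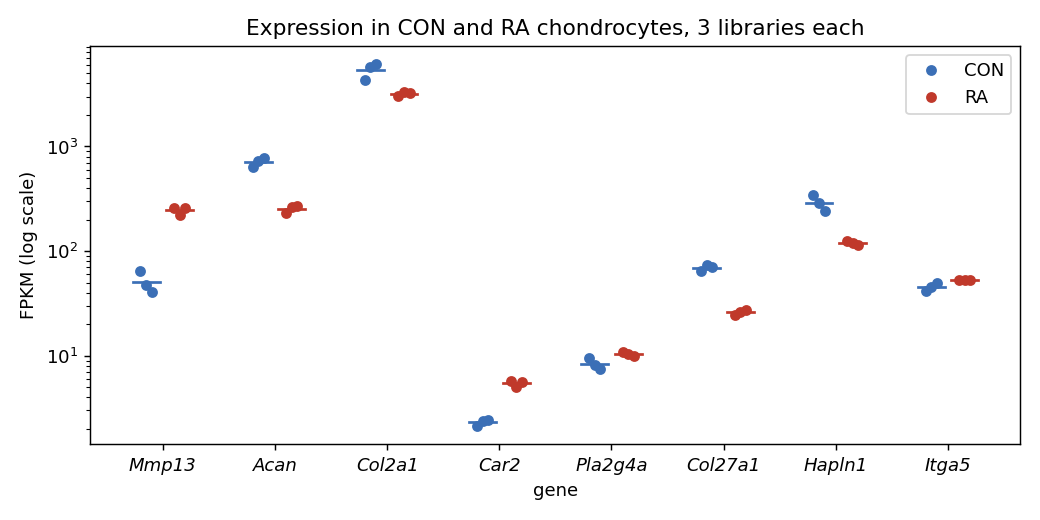
FPKM on a log scale of 8 genes in the 3 CON and 3 RA samples, with 1 point per sample and a line at each group mean. The RA points of Mmp13 and Car2 lie above the CON points and those of Acan, Col2a1, Col27a1 and Hapln1 below them, while the groups lie closest for Pla2g4a and Itga5.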

#### 2.1.2. PPI Network of RNA-Seq DEGs

To capture the most functionally relevant interactions, we constructed a PPI network by selecting DEGs with a node degree greater than10, ensuring both focus and comprehensiveness. 

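Of the genes MMP9, SPP1, CD44 and PIK3R1, each was a DEG and higher in RA. Mmp9 (ENSRNOG00000017539) was expressed at a low level, 0.134 ± 0.067 FPKM in CON and 0.976 ± 0.229 in RA (SD, n = 3 each), with a log2 fold change of 2.88 (standard error 0.38, adjusted p = 0.00231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Spp1 (ENSRNOG00000043451), which encodes osteopontin, was abundant in both groups and rose from 861 ± 51.2 to 3208 ± 130.2 FPKM (SD, n = 3 each), a log2 fold change of 1.88 (standard error 0.056, adjusted p = 2.34e-06, edgeR). Pik3r1 (ENSRNOG00000018903), a regulatory subunit of PI3K, had a log2 fold change of 0.90 (standard error 0.0696). Cd44 (ENSRNOG00000006094), a hyaluronan receptor, had the smallest change, 0.62 (standard error 0.0597), close to the threshold of 0.58. With each sample left out in turn it stayed between 0.59 and 0.64, and all 4 genes stayed DEGs. Network degrees were not computed here.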

Central nodes within the network included *MMP9* (degree = 39), *SPP1* (degree = 38), *ACAN* (degree = 38), *CD44* (degree = 37), and *PIK3R1* (degree = 34), underscoring their pivotal roles in OA. *MMP9* and *SPP1* are known to cooperate in ECM remodeling and cell migration, while *CD44* and *PIK3R1* participate in signal transduction processes that govern cell adhesion and survival. *ACAN*, a cartilage-specific proteoglycan, serves as a crucial mediator linking matrix integrity to overall tissue homeostasis. The network was visualized using Cytoscape 3.10.0, with node sizes scaled according to degree values, as depicted in Figure 3E. This integrative analysis underscored the centrality of these hub genes in OA pathogenesis and their potential as therapeutic targets.

#### 2.1.3. GO and KEGG Pathway Analysis of RNA-Sequencing DEGs

GO enrichment analysis was performed for DEGs (Figure 3C,D). 

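GO terms were not used here. A list of 22 genes of cartilage matrix and chondrocyte identity was tested in their place. All 22 genes passed the filter on low counts, and 17 were DEGs, each lower in RA. The median log2 fold change of the list was -0.82 (adjusted p = 1.70e-62, camera), which held under fry (adjusted p = 3.24e-04) and with the estimated correlation (adjusted p = 0.0163). Adjusted over the list alone, the number of DEGs was also 17. With each sample left out in turn, the median stayed between -0.91 and -0.78. Besides the genes of the ECM axis given above, the DEGs included the collagen Col9a1 with a log2 fold change of -0.86, the matrilin Matn3 with -1.65 and the transcription factor Sox6 with -0.61, all 3 singled out after their values were seen. Of the 17, 3 lost the call in a fit that left out 1 sample. These were Sox6, at -0.52 without RA sample 1, Col11a1, at -0.56 without CON sample 1, and Col11a2, at -0.64, -0.64 and -0.71 without CON sample 2, RA sample 1 and RA sample 2. Sox9, the chondrocyte transcription factor, had a log2 fold change of -0.49 (standard error 0.0792, adjusted p = 0.00608 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not a DEG. The 12 tested matrix metalloproteinase genes had a median of 0.19 (adjusted p = 3.22e-05, camera), a call that held under both checks. The median was 0.40 without CON sample 3, with the filter on low counts applied anew. The 3 DEGs among them were Mmp13, Mmp9 and Mmp3, the last, named after its values were seen, with a log2 fold change of 1.02.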

The most significantly enriched BP terms were associated with extracellular matrix organization, extracellular structure organization, cartilage development, etc. 

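The 34 collagen genes tested did not move together. The 10 DEGs among them were 6 that fell (Col2a1, Col9a1, Col9a2, Col11a1, Col11a2 and Col27a1) and 4 that rose (Col7a1, Col8a1, Col10a1 and Col18a1). Among the rising collagens, named after their values were seen, Col8a1 had a log2 fold change of 1.31 and stayed a DEG in each of the 6 fits that left out 1 sample. Col7a1, at 1.05, did so in 2 of the 6 fits, and was not a DEG without CON sample 3 (1.06), RA sample 1 (1.11), RA sample 2 (1.00) or RA sample 3 (1.03). Col18a1, at 0.66, was a DEG only in the fit without CON sample 3, and lay between 0.51 and 0.78 over the 6 fits. The median over all 34 was -0.19 (adjusted p = 0.00229, camera). This call did not hold under fry (adjusted p = 0.088) or with the estimated correlation (adjusted p = 0.396), nor without CON sample 3, where the median was -0.12 (adjusted p = 0.0834, camera, range over all alternatives 8.68e-08 to 0.396). Without CON sample 2 the median was -0.12 and the call held.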

CC terms included collagen-containing extracellular matrix, cell-substrate junction, focal adhesion, etc. For MF, the most enriched terms encompassed extracellular matrix structural constituents, glycosaminoglycan binding, heparin binding, etc. 

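KEGG pathways were not used here. Integrins are the receptors, and laminins and collagens the ligands, that link the cell to the ECM. Of 21 integrin genes tested, matched by the pattern of their symbols, 7 were DEGs. The pattern does not ensure that each of them encodes a receptor of the ECM. Itga2, Itga3, Itga6, Itga8 and Itgax were higher in RA, and Itga9 and Itgbl1 were lower. Itga6 and Itga3 were singled out after their values were seen. Itga6 was close to the threshold, at 0.59, and was no longer a DEG without CON sample 2 (0.58), CON sample 3 (0.56) or RA sample 1 (0.57). Itga3 (ENSRNOG00000004276) went from 14.1 ± 1.6 to 54.2 ± 2.28 FPKM (SD, n = 3 each), a log2 fold change of 1.93 (standard error 0.0923, adjusted p = 1.56e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median over the 21 integrin genes was 0.17 (adjusted p = 5.19e-04, camera), with 14 of the 21 above 0. The call held under fry (adjusted p = 3.20e-04) and with the estimated correlation (adjusted p = 0.0429), but not in limma fits on log2(FPKM + 1), where the median was 0.066 (adjusted p = 0.0728, camera, range over all alternatives 9.77e-05 to 0.112). The 8 laminin genes tested had a median of 0.20 (adjusted p = 0.0266, camera). Among them Lamb3, named after its values were seen, was a DEG and higher in RA, with a log2 fold change of 0.76. It was a DEG in 2 of the 6 fits that left out 1 sample, those without CON sample 1 (0.62) and CON sample 3 (0.91), and lay at 0.76 without RA sample 1. Without CON sample 1 the laminin median was 0.088 (adjusted p = 0.121, camera, range over all alternatives 0.00339 to 0.396), and neither fry (adjusted p = 0.0615) nor the estimated correlation (adjusted p = 0.396) gave a call. Without CON sample 3 it was 0.39.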

Further KEGG pathway analysis revealed that the DEGs are significantly involved in key signaling pathways, including ECM-receptor interaction (corrected *p*-value = 2.89 × 10^−5^), the PI3K-Akt signaling pathway (*p* = 0.000146), and focal adhesion (*p* = 0.000146), which are critical for cell-ECM communication, cell survival, and mechanotransduction.

#### 2.1.4. Molecular Docking Validation Between RA and the Top 50 Genes Exhibiting the Largest Differential Expression in RNA-Seq DEGs

Table 1 presents the molecular docking results between RA and the top 50 genes with the most significant differential expression identified in RNA-Seq analysis. 

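Of the 50 genes of Table 1, 49 were matched to the rat gene names of the files and tested, and all 49 had a negative log2 fold change, that is, lower expression in RA. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 41 of them were DEGs. Adjusted over the list alone the number was 46, which is not independent evidence, since the study chose these genes on the same samples. The 8 genes that were not DEGs were Gstm5, Kansl2, Enho, Cryga, Nr0b1, Rps29, Rpl35a and Rpl32. Gstm5 had FPKM of 23.1 ± 21.8 in CON and 1.55 ± 1.61 in RA (SD, n = 3 each), a spread within CON nearly as large as its mean, and a log2 fold change of -3.88 (standard error 1.23, adjusted p = 0.0951, edgeR). It became a DEG without CON sample 3, at -4.46. Kansl2 had a log2 fold change of -2.46 (standard error 0.936, adjusted p = 0.156, edgeR), which was -0.31 without CON sample 1. It was a DEG without CON sample 3, at -2.97. Rps29 had a log2 fold change of -1.21 (standard error 0.613), which was 0.021 without CON sample 1. Rpl35a had -0.83 (standard error 0.375), which was -0.29 without that sample. The name Rpl32 stands for a pair of identifiers in the files. The one with the higher mean count, used here, had a log2 fold change of -0.12, and the other, ENSRNOG00000032605, singled out after its values were seen, had -1.74, which was -0.25 without CON sample 1. Ribosomal protein genes have near-identical copies between which counting can split reads, so these values are uncertain. Enho with -1.51, Nr0b1 with -1.32 and Cryga with -1.33 had mean FPKM values of 0.844, 0.65 and 0.786 over the 6 samples. Without CON sample 1, Enho and Nr0b1 were DEGs at -1.76 and -1.60. Among the 41 DEGs, C1qtnf3 had a log2 fold change of -1.33 and Smim5 of -1.95. Some of the 41 lost the call in fits that left out 1 sample, and these were singled out after their values were seen. Eef1akmt3 was a DEG in 1 of the 6 fits, Fgf21 in 2, Clec3b in 3 and Lypd6b in 5. The rest of the 41 stayed DEGs in each of the 6 fits.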

The table details each gene symbol, its corresponding protein name, and the total docking score, which indicates the predicted binding affinity between RA and the encoded protein. Docking scores range from 0.83 (*MGLL*) to 7.64 (*ACAN*), reflecting a broad spectrum of interaction strengths. Notably, *ACAN* exhibits the highest score (7.64), suggesting a strong binding affinity. Other high-scoring candidates include *KANSL2* (6.97), *SFRP2* (6.96), *CNTN2* (6.44), and *COL27A1* (6.04), all of which may serve as key molecular targets for further investigation. Moderate to high docking scores are observed for several other genes, such as *INHBE* (5.74), *POSTN* (5.73), *HAPLN1* (5.84), and *RPL35A* (5.65), which may also participate in RA-mediated chondrocyte catabolism. Conversely, genes like *MGLL* (0.83) and *ENHO* (2.01) show weak interactions, suggesting limited direct involvement in RA-binding affinity.

### 2.2. Network Pharmacology Analysis Results

#### 2.2.1. Identification of Shared Targets Between RA and OA

A total of 100 potential targets of RA were retrieved from the SwissTarget prediction database. After filtering for targets with a prediction probability greater than 0, 75 candidate targets were retained. Separately, a search of the Genecards database using OA as a keyword yielded 5215 OA-related targets. These two datasets were cross-referenced using the Venny platform, identifying 42 overlapping targets shared between RA and OA, as illustrated in Figure 4A.

#### 2.2.2. Analyzing Core Molecular Targets Using PPI Network Analysis

The intersecting targets were subjected to PPI analysis (Figure 4B). The PPI network consisted of 42 nodes and 159 edges, with an average node degree of 7.57 and an average local clustering coefficient of 0.593. The PPI enrichment *p*-value was <1.0 × 10^−16^, indicating significant interaction among these proteins. The interaction data were imported into Cytoscape 3.10.0 for visualization (Figure 4C), where node size reflects connectivity (degree). Twelve key hub proteins with the highest degrees were identified (Figure 4D) (*PTGS2*:42, *PPARG*:36, *ESR1*:34, *TP53*:32, *MAPK1*:30, *PPARA*:26, *PTGS1*:24, *ACE*:24, *PGR*:22, *PTGER3*:22, *AGTR1*:22, *MAPK14*:22). Among these, *PTGS2* (42), *PPARG* (36), *ESR1* (34), *TP53* (32), and *MAPK1* (30) displayed the highest connectivity, underscoring their potential as core regulatory nodes in the RA–OA interaction network.

#### 2.2.3. GO and KEGG Pathway Analysis of DEGs in Chondrocytes Treated with RA

The 42 target genes were analyzed using the DAVID platform, and entries with *p*-value < 0.05 were selected from the GO functional enrichment analysis results. GO enrichment analysis revealed that the intersecting genes were associated with 214 MF terms, predominantly including nuclear receptor activity, ligand-activated transcription factor activity, eicosanoid receptor activity, prostaglandin receptor activity, prostanoid receptor activity, and steroid hormone receptor activity. Additionally, the intersecting genes were enriched in 2330 BP terms, primarily involved in transcription initiation from RNA polymerase II promoter, DNA-templated transcription, positive regulation of cytosolic calcium ion concentration, regulation of inflammatory response, and modulation of cytosolic calcium ion concentration. Furthermore, 119 CC terms were enriched, including primary lysosome, azurophil granule, perikaryon, RNA polymerase II transcription regulator complex, lateral plasma membrane, and ciliary membrane (Figure 4E). The KEGG pathway enrichment analysis, visualized as a bubble map (Figure 4F), identified 184 pathways, with the top 10 signaling pathways being the renin-angiotensin system, neuroactive ligand-receptor interaction, endocrine resistance, human cytomegalovirus infection, renin secretion, thyroid cancer, VEGF signaling pathway, arachidonic acid metabolism, thyroid hormone signaling pathway, and platelet activation. These findings highlight the involvement of the target genes in critical signaling pathways and BP, providing mechanistic insights into the role of RA in OA pathogenesis.

#### 2.2.4. Molecular Docking Validation Between RA and 42 RA–OA Shared Targets Identified via Network Pharmacology Analysis

The molecular docking results for 42 intersecting targets shared between RA-associated drug targets and OA-related disease targets are presented in Table 2. Docking scores range from 4.33 (*RORA*) to 8.01 (*MAPK14*), indicating a broad spectrum of binding affinities. Notably, *MAPK14* exhibits the highest docking score (8.01), suggesting a strong interaction with RA, which may highlight its central role in the molecular mechanisms. Other high-affinity targets include *MAPK1* (6.93), *AGTR2* (6.93), *CCR2* (6.91), and *CA2* (7.44), all of which may serve as key therapeutic targets. In addition, several targets, such as *PTGER3* (EP3R, 6.64), *PTGS2* (COX-2, 6.14), and *PPARG* (6.50), also show strong binding, underscoring their potential relevance in disease modulation.

Nuclear receptors and transcriptional regulators, including *HNF4A* (6.28), *PPARA* (6.29), and *ESR1* (ERα, 6.29), further emphasize the potential effects of RA on gene expression networks. While targets like *RORA* (4.33), *ADORA3* (5.56), and *DRD2* (4.53) show moderate to lower docking scores, they may contribute to the broader biological effects of RA.

### 2.3. Molecular Docking Validation Between RA and the Intersecting Targets Identified by RNA-Seq and Network Pharmacology

The target proteins identified through RNA-Seq analysis and network pharmacology were subjected to molecular docking with RA (Figure 5). 

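Network pharmacology gave the 42 shared targets of Table 2. Of these, 37 were matched to rat genes of the files, 32 of them passed the filter on low counts, and 9 of the 32 were DEGs between RA and CON, or 28.1%. Adjusted over the list alone the number was also 9. Ace (ENSRNOG00000062101), which encodes angiotensin-converting enzyme, rose from 1.94 ± 0.281 to 4.48 ± 0.2 FPKM (SD, n = 3 each), a log2 fold change of 1.19 (standard error 0.127, adjusted p = 7.77e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptgs1 (ENSRNOG00000007415), the gene of COX-1, rose from 17.8 ± 0.359 to 28.7 ± 0.652 FPKM (SD, n = 3 each), a log2 fold change of 0.67 (standard error 0.0588, adjusted p = 2.60e-04, edgeR). Pgr, the progesterone receptor gene, had a log2 fold change of 0.90 (standard error 0.165, adjusted p = 0.0109, edgeR). Ednra, the gene of the endothelin receptor type A, had 0.79 (standard error 0.153, adjusted p = 0.0136, edgeR). Pgr and Ednra were no longer DEGs without RA sample 1, where their log2 fold changes were 0.89 and 0.80, or without RA sample 3, where they were 0.82 and 0.71. Car2, Ace and Ptgs1 stayed DEGs in each of the 6 fits that left out 1 sample. The other 4 DEGs were Cyp26b1, Rarb and Pparg, which were higher in RA, Rarb and Pparg at a mean FPKM of 0.437 and 0.506 and with calls that depended on single samples, and Agtr2, which fell from 2.58 ± 0.575 to 0.885 ± 0.3 FPKM (SD, n = 3 each), a log2 fold change of -1.55 (standard error 0.259). Without RA sample 3, 5 of the 42 targets were DEGs.

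**Figure D2:**
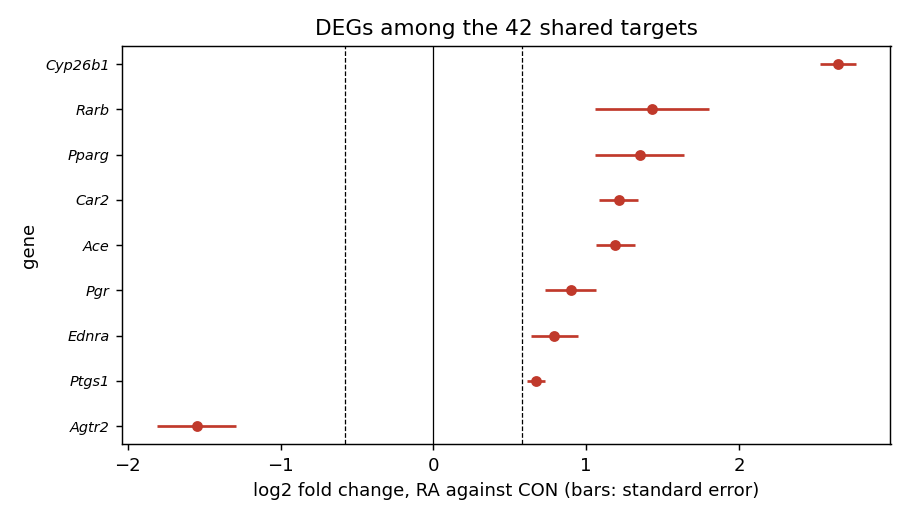
Log2 fold change, RA against CON, of the 9 DEGs among the shared targets, with bars of 1 standard error and dashed lines at 0.58 above and below 0. Of the 9 points, 8 lie above the upper line and that of Agtr2 lies below the lower one.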

Five target proteins, including *CA2*, *ACE*, *PGR*, *PTGS1*, and *EDNRA,* were identified for docking analysis (Figure 5A). Molecular docking using SYBYL-X 2.0 revealed distinct binding affinities between RA and these targets, as reflected by total scores (Figure 5B–F), with higher scores indicating stronger interactions. The ranking of binding affinities was as follows: *CA2* (7.44) > *ACE* (6.54) > *PGR* (5.82) > *PTGS1* (5.74) > *EDNRA* (4.82). Notably, *CA2* and *ACE* exhibited significantly higher docking scores than the other proteins, suggesting a stronger binding capacity. This may be attributed to their nature as zinc ion-dependent metalloenzymes, which possess active sites that are highly complementary to RA in terms of electrostatic and hydrophobic interactions. Furthermore, a high docking score generally reflects favorable physicochemical compatibility, including electrostatic complementarity and hydrophobic interaction potential. Proteins with high binding energies may play a crucial role in RA-induced OA pathogenesis and represent promising therapeutic targets that warrant further investigation. In contrast, *EDNRA*, *PTGS1*, and *PGR* displayed relatively lower scores, potentially due to the absence of metal ion coordination or suboptimal binding site architecture.

### 2.4. Experimental Validation

#### 2.4.1. Analyzing the Expression of Representative DEGs and Target Genes Identified by RNA Sequencing and Network Pharmacology

Western blotting and RT-qPCR results (Figure 6A–F) showed that the expression levels of COX-1 (*PTGS1*), CA2 (*CA2*), ACE (*ACE*), PGR (*PGR*), and ETAR (*EDNRA*) were significantly higher in the RA group than those in the CON group, suggesting that these molecules may play important roles in the pathological process of OA. Compared to the CON group, the expression level of *MMP13* was significantly upregulated in the RA group (Figure 6G), whereas *COL2A1* expression was notably downregulated (Figure 6H).

#### 2.4.2. Validation of Silencing Target Gene

To verify the promoted catabolism of RA through the upregulation of *ACE*/*CA2* in chondrocytes, siRNA-mediated gene silencing of *ACE* and *CA2* in chondrocytes was investigated. RA treatment significantly increased *MMP13* expression and decreased *COL2A1* expression compared to the CON group (*p* < 0.05), indicating enhanced chondrocyte catabolism. Co-treatment with RA and si*ACE-1* or si*ACE-2* or si*CA2-1* efficiently reduced *MMP13* and increased *COL2A1* (*p* < 0.001 vs. RA group), confirming both *ACE* and *CA2* as catalytic-promoting genes in RA-treated chondrocytes (Figure 7A,B). PCR results further confirmed that the expression levels of ACE and CA2 were significantly reduced after silencing ACE with siACE-1 or siACE-2, and CA2 with si*CA2*-1 (Figure 7C).

## 3. Discussion

This study systematically deciphers the molecular interplay between RA and OA through an integrative approach, including RNA-Seq, network pharmacology, molecular docking, and experimental validation. Five target proteins were screened via these methods, the expression of which was significantly increased in RA-treated chondrocytes, suggesting their central role in chondrocyte catabolism. In particular, zinc-dependent metalloenzymes (*CA2* and *ACE*) emerged as pivotal therapeutic targets through gene silencing experiments. In the following sections, we contextualize these results, explore their broader implications, and propose directions for future research.

The RNA-Seq-derived DEGs and functional enrichment analyses highlight ECM disassembly as a crucial event in RA-induced OA. Key ECM components, including *ACAN* (aggrecan) and *COL27A1*, were markedly dysregulated, aligning with prior studies linking ECM degradation to cartilage loss in OA [27,28]. In line with this, COL2A1 was significantly downregulated, while MMP13 was upregulated in RA-treated chondrocytes, echoing clinical OA phenotypes marked by collagen fragmentation and proteoglycan loss [29,30]. Notably, molecular docking identified *ACAN* as a high-affinity target (Total Score 7.64), suggesting that RA may directly impair aggrecan stability. Collectively, these findings underscore the importance of ECM preservation in therapeutic strategies, with small molecules targeting aggrecan–collagen interactions, which offer promising potential for cartilage regeneration.

Network pharmacology identified 42 shared RA-OA targets, with *PTGS2*, *PPARG*, *ESR1*, *TP53*, and *MAPK1* emerging as key nodes in the PPI network. The high docking scores of *MAPK14* (8.01) and *ACE* (6.54) highlight their structural compatibility with RA, likely mediated by zinc-coordinated active sites. *MAPK14*, a central regulator of pro-inflammatory cytokines (e.g., TNF-α, IL-1β), aligns with its established role in synovitis and cartilage catabolism [31]. Similarly, *ACE*, a key player in the renin–angiotensin system (RAS), has roles extending beyond vascular regulation. Emerging evidence links RAS activation to OA, where angiotensin II drives oxidative stress and fibrosis [32]. Our data suggest that RA exacerbates OA by hijacking these pathways, thereby amplifying inflammation and ECM degradation.

RNA-Seq analysis of chondrocytes identified key genes and signaling pathways regulated by RA, elucidating its role in cartilage degeneration. Network pharmacology revealed RA’s involvement in OA. By integrating RNA-Seq and network pharmacology datasets, the intersection analysis provided deeper mechanistic insights and pinpointed potential therapeutic targets, which were subsequently validated through molecular docking with RA. This integrated approach strengthens the reliability of the findings and provides a comprehensive understanding of RA’s molecular mechanisms in OA. Molecular docking validation between RA and the shared targets identified from RNA-Seq and network pharmacology suggests that *CA2*, a zinc-dependent metalloenzyme with the highest docking score (7.44), emerged as a novel OA mediator in OA. While *CA2* is classically associated with pH regulation [33], its overexpression in RA-induced OA implies a role in acidifying the cartilage microenvironment. This mechanism parallels ECM breakdown in cancer metastasis [34], indicating a potentially conserved pathological pathway that could be targeted with *CA2* inhibitors (e.g., acetazolamide). *ACE* not only modulates vascular tone but also interacts with *MAPK14* via angiotensin II-mediated NF-κB activation [35], creating a feed-forward loop of inflammation and ECM degradation.

Cuijiang Wang et al. found [36] that *PTGS1* was highly expressed in the synovial tissues of OA patients, with significantly increased levels compared to normal tissues [36]. In our study, *PTGS1* expression was also increased in RA-stimulated chondrocytes, supporting its role in inflammation-driven cartilage damage. *MMP13* is a key enzyme involved in the degradation of the cartilage matrix. Interestingly, *PGR* inhibition resulted in increased *MMP13* levels, suggesting that progesterone may exert a chondroprotective effect by downregulating *MMP13* through *PGR*-mediated signaling [37]. These findings imply that during the early stages of OA, *PGR* expression is upregulated as a compensatory mechanism to promote bone formation and maintain joint stability.

The elevated expression of *CA2* in OA may help to explain why SM/J mice are resistant to ectopic calcification [38]. The *EDNRA* gene encodes endothelin receptor A, which is expressed in multiple cell types and is involved in endothelin-1 signaling. Endothelin-1 has vasoconstrictive, pro-fibrotic, and pro-inflammatory properties, which may indirectly influence pain perception. Particularly in the context of OA, endothelin-1 may exacerbate joint pain through its pro-inflammatory effects [39]. Moreover, the study has shown that the *EDNRA* gene is associated with the transforming growth factor alpha (TGFα) signaling pathway in OA, where TGFα induces upregulation of *EDNRA* expression at both the mRNA and protein levels [40]. In our study, *PCR* results revealed increased *EDNRA* gene expression in the RA group, further supporting the hypothesis that RA may trigger OA-related changes. Genjun Chen et al. revealed an association between the I/D polymorphism (insertion/deletion polymorphism) of the Angiotensin-Converting Enzyme (ACE) gene and the risk of knee OA in the Chinese Han population, with the correlation being more pronounced in certain subgroups [41].

This study utilized RNA interference (RNAi) technology to systematically elucidate the regulatory functions and mechanisms of *ACE* and *CA2* in cartilage metabolism. It has confirmed that *ACE*, acting as a key upstream factor, mediated RA-induced upregulation of *MMP13* expression (*p* < 0.001), and its silencing significantly inhibited collagen degradation, which suggests that targeting *ACE* may block the process of cartilage degeneration in OA. Subsequent meta-analyses confirmed this polymorphism as a genetic risk factor for OA, especially in Asian and Caucasian populations, aligning with our observation of increased *ACE* expression in RA-treated chondrocytes [42]. Similarly, *CA2* silencing induced *the expression of COL2A1 protein and mRNA*. These findings reveal that RA disrupts cartilage homeostasis through a ‘double whammy’ mechanism (promotion of collagen degradation by *MMP13*/inhibition of *COL2A1* synthesis).

While this study elucidates the molecular mechanism underlying RA-induced OA, several limitations should be taken into consideration. First, the reliance on in vitro systems and computational predictions necessitates the further validation of in vivo OA models and human clinical cohorts. Second, the functional significance of lower-scoring targets (e.g., *EDNRA*) remains unclear; whether they contribute subtly to OA or represent false positives requires deeper investigation. Third, the temporal dynamics of target gene expression across OA stages were not assessed; longitudinal studies could reveal stage-specific vulnerabilities.

In summary, RA-induced OA appears to be driven by ECM degradation, with *CA2* and *ACE* serving as key targets of metalloenzymes. By integrating multi-omics and structural docking, this work unravels disease mechanisms and charts a course for rational drug design. Future efforts to translate these insights into therapies could disrupt OA progression, offering hope for a condition currently lacking disease-modifying treatments. RA-induced OA animal models serve as indispensable tools for elucidating disease mechanisms and advancing therapeutic discovery. While our findings highlight the translational potential of *CA2/ACE*-targeted strategies, we emphasize the need for multidisciplinary efforts that integrate advanced omics, spatial transcriptomics, and humanized OA models to bridge the gap between preclinical findings and clinical application. We strongly encourage future studies to explore the dose-dependent effects of retinoid signaling in OA pathogenesis and validate combination therapies in longitudinal cohorts. Such endeavors will ultimately accelerate the development of precision medicine for patients with OA.

## 4. Materials and Methods

### 4.1. Chondrocyte Cell Culture

In our experiments, we chose 24-h-old specific pathogen-free (SPF) female Sprague-Dawley rats provided by Shanghai XipurBiak Laboratory Animal Co., Ltd. (located in Shanghai, China.) with the laboratory animal license number SCXK (Shanghai) 2023-0009 as experimental animals; the quality certificate number of this batch of animals is NO.20230009011756. Following the method described by Wang et al. [36], 0.1% type II collagenase (BS164, Biosharp, Beijing, China) was to digest the cartilage tissues at 37 °C for a continuous period of 2-3 h. Subsequently, chondrocytes were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM, Hyclone, Logan, UT, USA) containing 10% fetal bovine serum (FB-1058, Biosera, Cholet, France) and 1% penicillin-streptomycin (ST488S, Beyotime, Shanghai, China). The chondrocytes used in this experiment were all at passage 1 or passage 2 after isolation. Before RNA-seq, the chondrocytes in the CON group were cultured in a high-glucose DMEM medium containing 10% FBS for 24 h, while cells in the RA group (RA) were cultured in the same medium with 1 μM RA for 24 h [28,43]. The RA isomer used in this experiment was ATRA, purchased from Selleckchem (Item No. NSC 122758, Houston, TX, USA).

### 4.2. RNA-Seq

In the RNA-seq, RNA was extracted from three independent samples for each group and sequenced using the Illumina HiSeq 4000 instrument by Shanghai Life Genes Technology Co., Ltd. (Shanghai, China). RNA quality was assessed by the RNA Nano 6000 Assay Kit and the Bioanalyzer 2100 instrument (Agilent Technologies, Santa Clara, CA, USA). Subsequently, sequencing libraries were constructed using a NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, lpswich, MA, USA), and fragment purification was performed by the AMPure XP system (Beckman Coulter, Beverly, CA, USA) to ensure the selection of fragments of appropriate length and quality. DEGs were identified based on a *p*-value of less than 0.05, and these DEGs were functionally annotated using the GO database. DEGs were identified based on a *p*-value < 0.05 and |log_2_FC| > 0.58 (equivalent to 1.5-fold change). The fold change (FC) in gene expression between the RA and the CON was calculated using the formula: FC = Log_2_ (FPKM_RA/FPKM_CON). Where FPKM_RA represents the FPKM value of a gene in the RA group and FPKM_CON represents the FPKM value of the same gene in the CON group. DEGs were functionally annotated using the GO database. The RNA-seq data generated in this study is available in the GEO repository under accession GSE298569.

### 4.3. Network Pharmacology Analysis

RA was searched in the Pubchem [https://pubchem.ncbi.nlm.nih.gov/ (accessed 8 November 2024)] database [44] and its SMILES was CC1=C(C(CCC1)(C)C/C=C/C(=C/C=C/C(=C/C(=O)O)/C)/C. The SMILES was entered into the SwissTargetPrediction [http://swisstargetprediction.ch// (accessed on 8 November 2024)] database [45], which in turn predicted RA targets and screened targets with a probability greater than 0. Screening and obtaining OA-related genes as well as protein targets was achieved using the Genecards [https://www.genecards.org/ (accessed on 8 November 2024)] database [46]. This comprehensive screening strategy laid the foundation for subsequent network pharmacology analyses. The potential drug targets of RA and OA-related target genes were imported into Venny 2.1 [https://bioinfogp.cnb.csic.es/tools/venny/ (accessed on 14 November 2024)] online tool, and the two sets were intersected to create custom Venny diagrams.

### 4.4. Cross-Species Gene Symbol Switch

To bridge the species gap between rat RNA-seq data and human network pharmacology targets, we performed cross-species gene symbol conversion using the following approach: first, DEGs from rat chondrocytes (RA vs. CON) were identified using their original mixed-case nomenclature. Since human gene symbols follow uppercase conventions, we mapped rat genes to their human orthologs by submitting the full names of rat genes to the STRING database [https://cn.string-db.org/ (accessed on 15 November 2024)], which provided standardized human gene symbols based on conserved orthology. This conversion enabled a direct comparison between rat-derived DEGs and human drug-target genes from network pharmacology analysis, ensuring the accurate identification of the intersection for downstream pathway mapping. The orthology-based translation accounted for potential nomenclature discrepancies while maintaining biological relevance across species.

### 4.5. PPI Network Construction

The targets of the PPI network include (1) differential genes in RNA-Seq and (2) interaction-targeting of RA drugs and OA diseases in network pharmacology. Each of these targets was imported into the STRING database [47], and the analysis was restricted to humans for protein-protein interaction (PPI) analysis. The STRING database was accessed to construct a PPI network for classifying the cross-target genes obtained by Venny, and the network was visualized using Cytoscape 3.10.0 software. The Network Work Analyzer plug-in tool was used to construct a PPI network diameter map by analyzing the density values (degrees) of the nodes in the network.

### 4.6. GO and KEGG Pathway Enrichment Analysis

To systematically explore disease mechanisms and enhance network properties, we conducted separate functional enrichment analyses for both RNA-Seq and network pharmacology data. The intersecting target-associated genes were analyzed using the DAVID database [https://david.ncifcrf.gov (accessed on 15 November 2024)] [47] for Gene Ontology (GO) functional annotation and KEGG pathway enrichment. Significant terms (*p*-value < 0.05) were visualized as bar and bubble plots through the bio-information website [http://www.bioinformatics.com.cn/ (accessed on 15 November 2024)] [48,49]. This dual analytical approach enabled comprehensive pathway investigation and network expansion for both experimental modalities.

### 4.7. Molecular Docking

The following targets were selected for molecular docking with RA using SYBYL-X 2.0 to compare the binding activity of RA to different targets. (1) The most significant genes (DEGs, |log_2_FC| ≥ 1, *p* < 0.01) among the top 50 DEGs obtained by RNA-Seq, (2) intersecting targets of RA drug targets and OA disease targets obtained by network pharmacology, (3) the intersection of RNA-Seq and network pharmacology. The specific methods were as follows: (1) we downloaded the SDF file of 2D RA from the PubChem database, converted it to MOL2 format by Open Babel software [50], used it as a ligand, and searched the Uniprot [https://www.uniprot.org/ (accessed on 15 November 2024)] database [51] for the three parts of the targets mentioned above, and the structure was chosen to be the light wavelength and molecular diameter the smallest; the smaller the value, the higher the resolution and the more accurate the structure. The obtained PDB numbers were entered into the PDB [https://www.rcsb.org/ (accessed on 16 November 2024)] database [52] and downloaded in PDB format, and the above structures were entered into the SYBYL-X 2.0 software [53] for molecular docking PDB database to obtain the 3D structure, after which the ligand RA was extracted, the water of crystallization was removed, hydrogenation and charge were added, the protein structure was repaired to generate a docking pocket, and then the RA was docked to this pocket by selecting the high-precision docking mode (GeoM), ticking the Cscore option, and leaving the rest of the parameters as default values. (2) We imported the receptor and ligand models into SYBYL-X 2.0 for operation, and after docking was completed, among all the docking results with a C-score scoring not less than 4, the highest score of Total Score was selected as the final score, which indicated a strong binding between the receptor and ligand. Final image visualization was performed using PyMOL 3.1 software.

### 4.8. Western Blot

Lysis buffer (P0013B, Beyotime, Shanghai, China), containing phenylmethylsulfonyl fluoride (PMSF), was used to lyse the cells. The lysates were centrifuged at 12,000× *g* for 10 min at 4 °C, after which a Bicinchoninic Acid (BCA) kit (Cat. No. 23227, Pierce, Waltham, MA, USA) was used to measure protein concentrations. Samples were then separated on 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene fluoride (PVDF) membranes. Blots were probed overnight at 4 °C with the appropriate antibodies, followed by incubation for 1 h with anti-rabbit secondary antibodies (1:10,000, 7074S, CST, Danvers, MA, USA). Proteins were visualized using enhanced chemiluminescence (Pierce Biotechnology). The primary antibodies used were specific for β-actin (1:5000, AF2811, Beyotime, Shanghai, China), and *PTGS1*(COX-1) (1:2000, A5555, Bimake, Beijing, China).

### 4.9. siRNA Experiments

Four siRNAs that target *ACE* and *CA2* (*ACE-1, ACE-2, CA2-1, CA2-2*) were designed, and the sequences were as follows:

*ACE-1* (2041 bp): 5′-ACGCAGAGGCCAACTGGCATTATAA-3′ (ORF48.0%)

*ACE-2* (2017 bp): 5′-CAGCCAAGGTGTTGTGGAACGAATA-3′ (ORF48.0%)

*CA2-1* (750 bp): 5′-CAGCCGCTGAAGAACAGAAAGATCA-3′ (ORF48.0%)

*CA2-2* (141 bp): 5′-CAGCCTCTGCTCATATGTTACGATA-3′ (ORF44.0%)

Cells were washed twice with PBS and replaced with 500 μL of antibiotic-free medium for pretreatment. Prior to siRNA preparation, the samples were centrifuged at 10,000× *g* for 1 min. A 20 μM master mix (20 pmol/μL) was prepared by dissolving 1 nmol of each siRNA in 50 μL of nuclease-free water. For transfection, 1 μL of siRNA was diluted in 50 μL of antibiotic- and serum-free medium. Separately, 1 μL of Lipofectamine™ 2000 transfection reagent (2001808, Invitrogen, Thermo Fisher Scientific, Carlsbad, CA, USA) was diluted in 50 μL of antibiotic- and serum-free medium. These two solutions were incubated at room temperature for 5 min, then combined and incubated for an additional 20 min to allow for complex formation. The siRNA–lipofectamine mixture was then added to the antibiotic- and serum-free medium, gently mixed, and incubated at 37 °C with 5% CO_2_ for 4–6 h, followed by replacement with complete medium.

### 4.10. RT-qPCR

For reverse transcription using AG11706 reagent (Accurate Biology, Changsha, China), the volume required to reach 1000 ng of RNA was first calculated based on the RNA concentration. A 20 μL reaction system consisting of Reverse Transcription Specific Water, 5× Reverse Transcription Mix, and RNA was then prepared on ice. The reverse transcription reaction was then carried out using a SimpliAmp Thermal Cycler instrument (Thermo Fisher Scientific, Carlsbad, CA, USA), setting the temperature at 37 °C for 15 min, heating at 85 °C for 5 s, and then lowering to 4 °C to maintain. After completion of reverse transcription, the cDNA was diluted 10-fold, followed by PCR reaction using AG11718 reagent (Accurate Biology, Changsha, China). 2×SYBR Green Mix, primer mixture, reverse transcription-specific water, and diluted cDNA template were added to 20 μL of the PCR reaction system. *PCR* reaction conditions were set to 95 °C pre-denaturation for 30 s, followed by 40 cycles of 95 °C denaturation for 5 s and 60 °C annealing extension for 30 s. The *PCR* reaction conditions were set to 95 °C pre-denaturation for 30 s and 60 °C annealing extension for 30 s. The *PCR* reaction was performed at the same time. The primers used are listed in Table 3, and samples were analyzed in triplicate.

### 4.11. Cellular Immunofluorescence

Chondrocytes in 24-well plates were fixed for 10 min with 4% PFA, washed twice with PBS, permeabilized for 15 min with 0.1% Triton X-100 in PBS at room temperature (RT), blocked for 1 h with 10% BSA, and probed for 1 h at RT with anti-*COL2A1* (1:200, SC- 52658, Santa, Dallas, TX, USA) and *MMP13* (1:200, Sc-30073, Santa, Dallas, TX, USA) in 1% BSA. After three rinses with PBS, the cells were probed for 30 min with a secondary antibody (1:1000, A32723, Invitrogen, Carlsbad, CA, USA) in 1% BSA at room temperature, and nuclei were stained with 10 ng/mL DAPI (1:1000, 249-186-7, Applichem, Darmstadt, Germany).

### 4.12. Statistical Analysis

Data are expressed as mean ± standard deviation (SD) from three biologically independent replicates. Statistical comparisons were performed using Student’s *t*-test (two-group comparisons) or one-way ANOVA (multi-group comparisons) in GraphPad Prism 9.5.0 (GraphPad Software, San Diego, California, USA). A *p*-value < 0.05 was considered statistically significant.

## 5. Conclusions

Molecular docking of RA with the top 50 DEGs revealed strong binding affinities for *ACAN*, *SFRP2*, and *KANSL2*, underscoring their potential roles in RA-mediated OA pathogenesis. Network pharmacology identified 42 shared targets between RA and OA. Molecular docking of these shared targets prioritized *MAPK14*, *PTGER3*, and *CA2* as high-affinity interactors, suggesting their central roles in RA-induced OA. Further intersection analysis of RNA-Seq and network pharmacology data identified five key targets (*CA2*, *ACE*, *PTGS1*, *PGR*, and *EDNRA*). Experimental validation confirmed *CA2* and *ACE* as central hubs in RA-mediated OA pathogenesis. The relevant experimental data (such as molecular docking, immunofluorescence, and Western Blot) can be found in the Supplementary Materials.

## Figures and Tables

**Figure 1:**
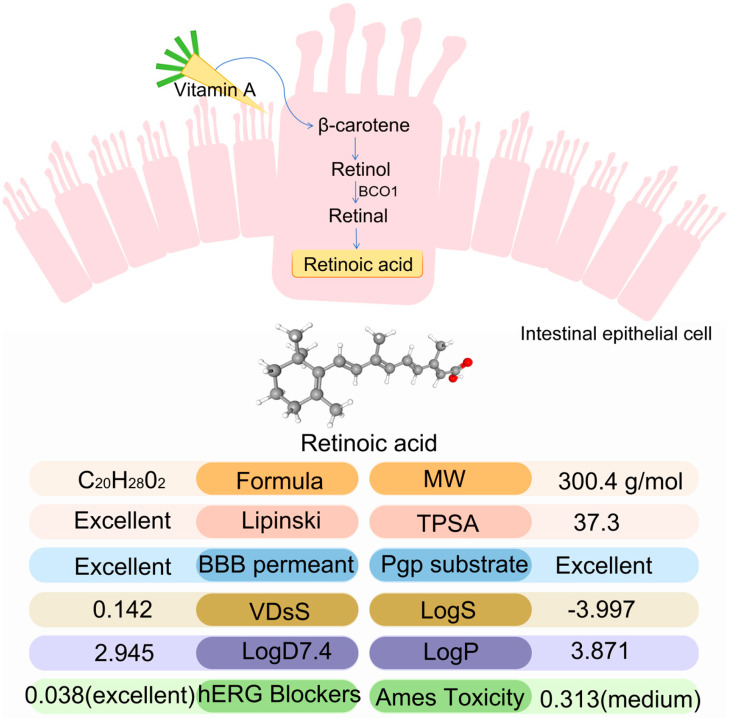
Information about RA metabolism in intestinal epithelial cells and its associated ADMET (absorption, distribution, metabolism, excretion, toxicity). Note: information on ADMET was taken from the ADMETlab 3.0 [https://admetlab3.scbdd.com (accessed on 29 January 2025)] database [20].

**Figure 2:**
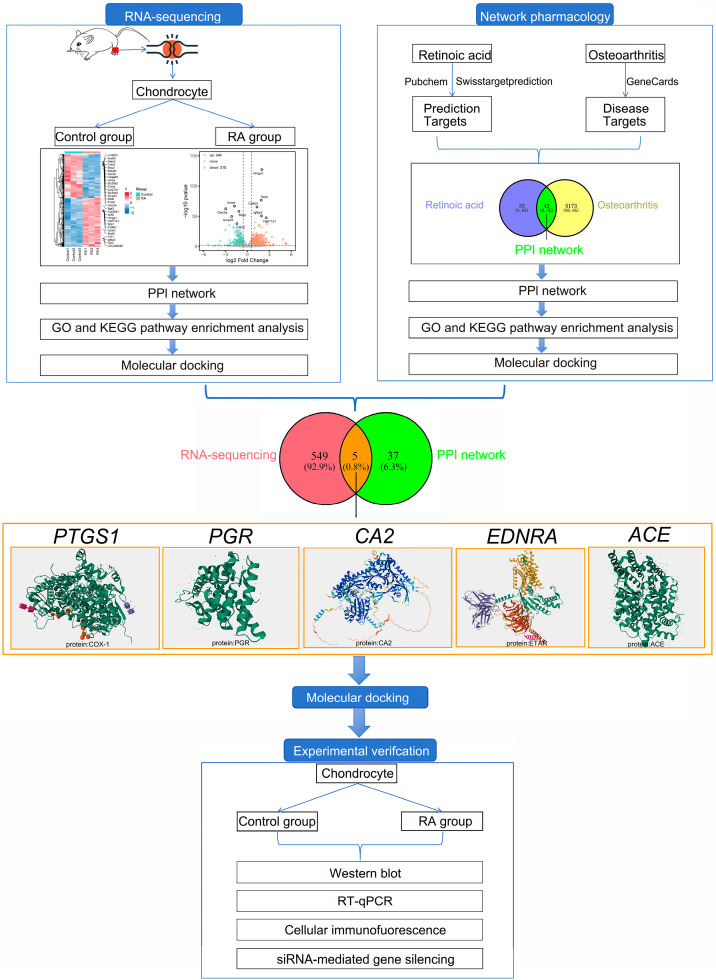
Flowchart of this study.

**Figure 3:**
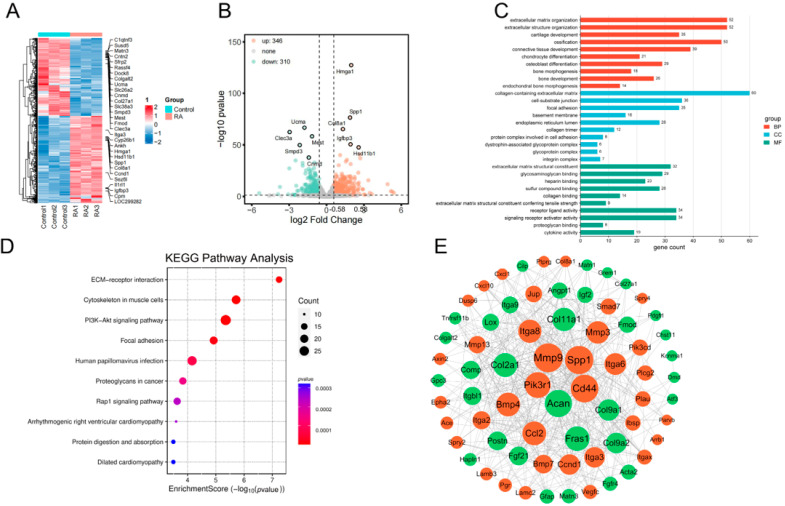
Identification and functional enrichment analysis of DEGs of RNA-Seq results. (**A**) Heatmap analysis of 656 DEGs between the control (CON) and RA groups, with expression levels ranging from low (blue) to high (red), was performed. (**B**) Volcano plot analysis of 656 DEGs between the CON and RA groups. (The upper left and upper right portions of the dashed line indicate valid differential genes i.e., *p*-value < 0.05 & log_2_FoldChange| > 0.58.) (**C**) GO analysis of enrichment between the CON and RA groups included biological process (BP), cellular component (CC), and molecular function (MF). (**D**) KEGG enrichment analysis between the CON and RA groups. (**E**) The original PPI network of therapeutic targets, where red is up-regulated genes, and green is down-regulated genes.

**Figure 4:**
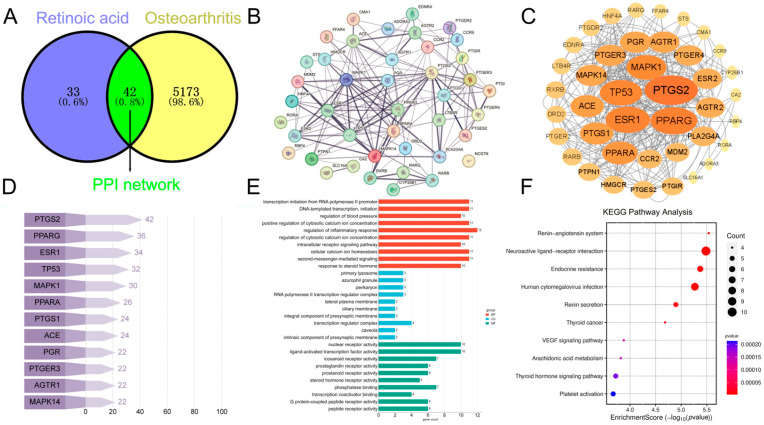
Network pharmacology analysis results: (**A**) Intersection targets of RA and OA. (**B**) PPI network constructed from the STRING. (**C**) PPI network constructed from Cytoscape 3.10.0. (**D**) Horizontal stereo sensory bar graphs of the first 12 genes in the degree. (**E**) GO enrichment analysis of RA-induced OA. (**F**) KEGG enrichment analysis of RA-induced OA.

**Figure 5:**
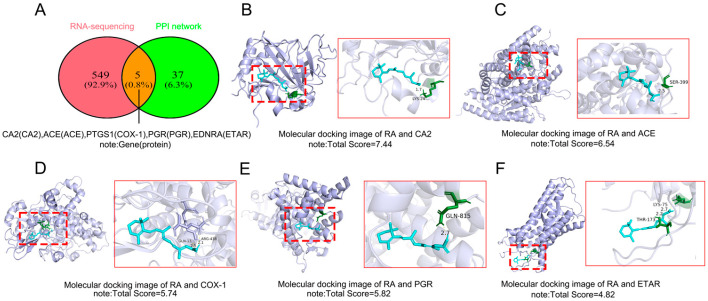
Molecular docking results: (**A**) The five intersecting target proteins were obtained from RNA-Seq and network pharmacology. (**B**–**F**) Results of molecular docking analysis between RA and CA2 (*CA2*, 7.44), ACE (*ACE*, 6.54), PGR (*PGR*, 5.82), COX-1 (*PTGS1*, 5.74), ETAR (*EDNRA*, 4.82). (The dashed box indicates the position of the right enlargement in the original docking plan.)

**Figure 6:**
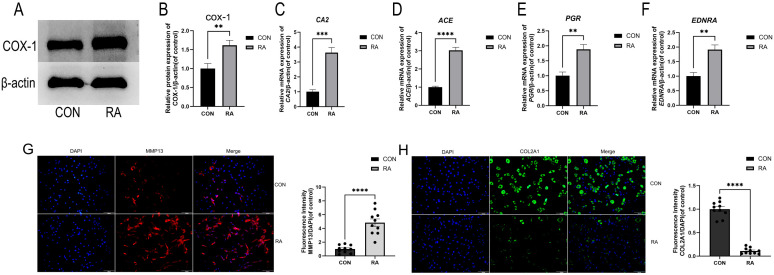
Experimental validation results: (**A**,**B**) *PTGS1* protein levels were assessed by western blotting in the indicated groups. (**C**–**F**) Relative mRNA expression levels of *CA2*/, *ACE*/β-actin, *PGR*/β-actin and *EDNRA*/β-actin were measured. Data are means ± SD. n = 3, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**G**) *MMP13* expression (red) was used to assess OA after a 24-h culture period, with DAPI (blue) used for nuclear counterstaining. (**H**) *COL2A1* expression (red) was used to assess the formation and maintenance of cartilage after a 24 h culture period, with DAPI (blue) used for nuclear counterstaining. Scale bar: 100 µm.

**Figure 7:**
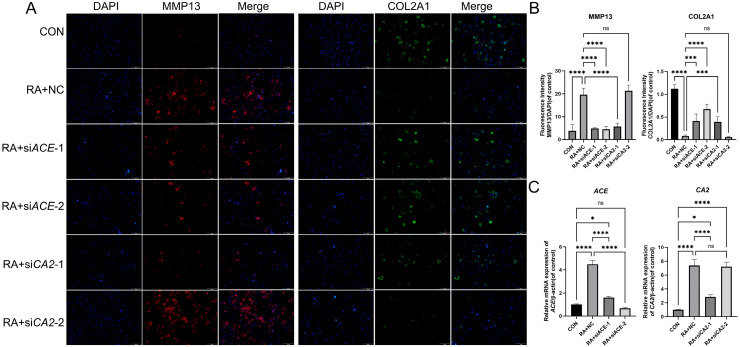
Determine the functions of *ACE* and *CA2* in RA-treated chondrocytes: (**A**) Immunofluorescence staining of MMP13 (red), COL2A1 (green), and DAPI (blue) from different treatment groups. Scale bar: 100 µm. (**B**) Quantification of fluorescence density of MMP13 and COL2A1 expression levels in different groups. (**C**) Determine the silencing efficiency of *ACE* and *CA2* by RT-qPCR. * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001, ns means not significant.

**Table 1:** Molecular docking results for RA and top 50 genes with the largest differences in RNA-Seq results. (↓ indicates down-regulation of gene expression levels, ↑ indicates up-regulation of gene levels).

NO.	Gene	Protein Names	Total Score	Expression Level	Regulation Direction	NO.	Gene	Protein Names	Total Score	Expression Level	Regulation Direction
1	*FGF21*	FGF21	5.07	−1.275093649	↓	26	*CA12*	CAXII	5.81	−1.653209118	↓
2	*GSTM5*	GSTM5	4.77	−3.89975587	↓	27	*MATN3*	MATN3	5.26	−1.649267097	↓
3	*CNTN2*	TAG-1	6.44	−2.994323357	↓	28	*CLEC3B*	TETRANECTIN	5.47	−1.568581179	↓
4	*CLEC3A*	CLEC3A	3.73	−2.965716164	↓	29	*KRT15*	KRT15	4.53	−1.535326314	↓
5	*RPS29*	RPS29	3.4	2.002043011	↓	30	*ENHO*	ADROPIN	2.01	−1.513834939	↓
6	*ARMCX1*	ALEX1	5.18	−2.51049428	↓	31	*ACAN*	ACAN	7.64	−1.508346707	↓
7	*SFRP2*	SFRP2	6.96	−2.487056425	↓	32	*ABI3BP*	ABI3BP	5.47	−1.481523265	↓
8	*KANSL2*	NSL2	6.97	−2.469070952	↓	33	*COL27A1*	COL27A1	6.04	−1.426276819	↓
9	*ART3*	ART3	5.31	−2.436647379	↓	34	*CNMD*	CHM	3.26	−1.425761422	↓
10	*CHRDL2*	CHRDL2	4.66	−2.350714841	↓	35	*MGLL*	MGLL	0.83	−1.406530896	↓
11	*SNX22*	SNX22	4.11	−2.261867748	↓	36	*ANXA8*	ANXA8	5.61	−1.404279806	↓
12	*SMPD3*	SMPD3	4.85	−2.152491655	↓	37	*IGSF11*	IGSF11	4.1	−1.366905518	↓
13	*MAGEL2*	MAGE-L2	4.81	−1.998949503	↓	38	*ERG*	ERG	4.92	−1.359516692	↓
14	*SMIM5*	TMBIM5	3.19	−1.960175369	↑	39	*INHBE*	INHBE	5.74	−1.351823894	↓
15	*SLC38A3*	SNAT3	5.44	−1.920830616	↓	40	*RASSF4*	RASSF4	5.19	−1.35158272	↓
16	*COLGALT2*	COLGALT2	5.36	−1.913873314	↓	41	*CRYGA*	GAMMA-CRYSTALLIN A	5.36	−1.338521637	↓
17	*LYPD6B*	LYPD6B	4.96	−1.860922982	↓	42	*NCMAP*	NCMAP	3.17	−1.338181175	↓
18	*EPYC*	DSPG3	3.05	−1.750839641	↓	43	*PCOLCE2*	PCPE2	4.62	−1.330137352	↓
19	*RPL32*	RPL32	3.88	−1.748371841	↓	44	*C1QTNF3*	CTRP3	4.06	−1.32979187	↑
20	*GRAMD2A*	GRAMD2A	3.97	−1.698220337	↓	45	*NR0B1*	DAX1	3.2	−1.323829573	↑
21	*RPL35A*	RPL35A	5.65	−1.685224194	↓	46	*MIA*	MIA	4.13	−1.312747989	↓
22	*ZNF648*	ZNF648	4.66	−1.667062981	↓	47	*HAPLN1*	HAPLN1	5.84	−1.299373455	↓
23	*FGFR4*	FGFR4	5.07	−1.664759977	↓	48	*GLIS1*	GLIS1	4.43	−1.290628079	↓
24	*KCTD4*	KCTD4	4.55	−1.663897339	↓	49	*EEF1AKMT3*	METTL21B	3.79	−1.286673416	↓
25	*FASLG*	TNFSF6	4.22	−1.657606623	↓	50	*POSTN*	POSTN	5.73	−1.285222679	↓

**Table 2:** Molecular docking results for 42 intersecting targets of RA targets and OA targets.

NO.	Gene	Protein Names	Total Score	NO.	Gene	Protein Names	Total Score
1	*RXRB*	RXRB	4.98	22	*AGTR1*	AT1R	4.59
2	*RARG*	RARG	4.51	23	*PTGER3*	EP3R	6.64
3	*RARB*	RARB	6.33	24	*PGR*	PGR	5.82
4	*ADORA3*	ADORA3	5.56	25	*HNF4A*	HNF4α	6.28
5	*MAPK1*	MAPK1	6.93	26	*PLA2G4A*	cPLA2α	4.54
6	*RORA*	RORA	4.33	27	*DRD2*	DRD2	4.53
7	*MAPK14*	p38α	8.01	28	*PTGIR*	IPR	6.25
8	*PTPN1*	PTP1B	4.69	29	*PTGS1*	COX-1	5.74
9	*RBP4*	RBP4	4.93	30	*PTGS2*	COX-2	6.14
10	*PPARA*	PPARA	6.29	31	*CMA1*	CMA1	5.04
11	*SLC16A1*	MCT1	4.96	32	*FFAR4*	GPR120	5.89
12	*PPARG*	PPARG	6.5	33	*CA2*	CAII	7.44
13	*CYP26B1*	Cyp26B1	6.28	34	*HMGCR*	HMGCR	5.79
14	*PTGER4*	EP4	5.63	35	*CCR2*	CCR2	6.91
15	*PTGER2*	PTGER2	4.74	36	*ESR1*	ERα	6.29
16	*PTGES2*	PGES2	5.67	37	*ESR2*	ERβ	4.7
17	*LTB4R*	BLT1	4.75	38	*TP53*	p53	5.7
18	*PTGDR2*	CRTH2	5.24	39	*ACE*	ACE	6.54
19	*MDM2*	MDM2	5.57	40	*STS*	STS	5.99
20	*CCR9*	CCR9	6	41	*EDNRA*	ETAR	4.82
21	*AGTR2*	AT2R	6.93	42	*NCSTN*	NCSTN	5.9

**Table 3:** Primers for RT-qPCR.

Genes	Sequences
*PGR*	F: 5′-ACAAAGCCCGACACTTCC-3′
	R: 5′-CCTCTCGCCTAGTTGGTTG-3′
*CA2*	F: 5′-TACCTCTCACCCATTGTGC-3′
	R: 5′-GCCCTAAGTCAACCACCA-3′
*EDNRA*	F: 5′-GGCCCTTGGAGACCTTAT-3′
	R: 5′-GGAACAGCTTGCAGAGAAA-3′
*ACE*	F: 5′-AGAGTCCAGTCGCGTCAAC-3′
	R: 5′-GGAAGAGCAGCACCCACT-3′

Note: *PGR*: Progesterone Receptor; *CA2*: Carbonic Anhydrase 2; *EDNRA*: Endothelin Receptor Type A; *ACE*: Angiotensin Converting Enzyme; RT-qPCR: real-time fluorescence quantitative PCR.

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26125519/s1.

## Abbreviations

*ACE*	Angiotensin Converting Enzyme
APL	Acute promyelocytic leukemia
BBB	Blood–brain barrier
ATRA	All-trans retinoic acid
BCO1	β-carotene oxygenase 1
BP	Biological processes
*CA2*	Carbonic Anhydrase 2
CC	Cellular components
*COL2A1*	Collagen type II alpha 1 chain
DEGs	Differentially expressed genes
DMEM	Dulbecco’s Modified Eagle’s Medium
ECM	Extracellular matrix
EDNRA	Endothelin Receptor Type A
FC	Fold change
GO	Gene ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes
MF	Molecular function
*MMP13*	Matrix metalloproteinase 13
OA	Osteoarthritis
*PGR*	Progesterone Receptor
PPI	Protein-protein interaction
*PTGS1*	Prostaglandin-Endoperoxide Synthase 1
RA	Retinoic acid
RNA-Seq	RNA-sequencing
RP	Ribosomal Proteins
RPT	Receptor Type Protein Tyrosine Phosphatases
RS	Recursive Splicing
SPF	Specific pathogen-free
TGFα	Transforming growth factor alpha
siRNA	small interfering RNA

How the deposited data were processed for this re-analysis (not part of the article)

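Poly(A) RNA was sequenced from primary rat chondrocytes, 3 CON samples and 3 RA samples (1 µM RA, 24 h). Samples were assigned to groups and numbered from the sample labels and the paper's methods. For each sample the authors deposited 1 whole-number count of reads per gene, without normalization, for 18923 genes named by rat Ensembl identifier and symbol. Beside each count the authors deposited an FPKM value. The ratio of count to FPKM showed that these values are scaled by gene length and by the sum of the counts of the same sample, so they hold no further normalization between samples. The paper's text names the library kit and the sequencer and does not name the aligner, the counting tool, the annotation or the genome build. How reads shared by near-identical genes were assigned is therefore unknown, and so is whether strand was used, which makes the counts of gene copies, overlapping genes and antisense genes uncertain. No genome coordinates are given, since the build is unknown.

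The design fixed before the data were examined named limma on log2(FPKM + 0.1) for values in FPKM, and edgeR's quasi-likelihood test in its place should counts be present. Counts were present, so edgeR 4.0.16 in R 4.3.3 gave the results (glmQLFit and glmQLFTest, TMM normalization, no covariates, all 6 samples). The thresholds, the gene lists, the rule for named genes and most alternatives were fixed at the same time. Genes were kept by edgeR's filterByExpr with its minimum count of 10, which left 13438 genes; 473 genes had no count in any sample. DEGs had a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 0.58 in either direction. The paper's results text gives an FDR, while its methods and the legend of Figure 3 give a p-value and a fold change, so each statement alone was an alternative. Standard errors of log2 fold changes were derived from the F statistic of the test. FPKM values are given as mean ± SD over 3 samples and were used for levels, for the paper's fold-change formula and in the limma fits.

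The genes named in the text were fixed by a rule: every gene named in the results sections on the RNA-Seq and on the 5 intersecting targets or measured in the follow-up experiments, the genes of Table 1 and Table 2 whose sign or call differs from the paper's, the 5 largest rises and the 5 largest falls among DEGs with a mean FPKM of at least 1 whose groups do not overlap, and the DEGs of a list of retinoid response genes. Most other genes are marked as chosen after their values were seen, apart from 4 ERK genes named in a hypothesis before theirs were seen. Itga2, Itga8, Itga9, Itgax, Itgbl1, Col9a2, Col11a1 and Col11a2 were also chosen after their values were seen, without a mark in the text. Sox9, Cd14, Des and Egfl7 lie outside the rule and carry no mark either. Results for some genes are not reported here. The 16 gene lists were tested with limma's camera (limma 3.58.1, preset correlation of 0.01), with fry and with camera at an estimated correlation as checks. They covered retinoid response, chondrocyte matrix and identity, hypertrophy and mineralization, glycolysis, inflammasome, NF-κB targets, proliferation, macrophage, skeletal muscle, endothelium, fibroblast and perichondrium, collagens, integrins, laminins, matrix metalloproteinases and cytosolic ribosomal proteins, the last 5 matched by the pattern of their symbols.

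Symbols of the paper's tables were matched to the symbols of the files, through synonyms in the RefSeq annotation of the rat assembly GRCr8 where needed. Of Table 1, 49 of 50 genes were matched, and of Table 2, 37 of 42. The gene ARMCX1 of Table 1 and the targets ADORA3, HNF4A, DRD2, CMA1 and CCR2 had no match. In the files, 158 identifiers share their symbol with another, and the identifier with the highest mean count was used. The targets Ltb4r, Ptgdr2, Ccr9, Ptger3 and Esr2 did not pass the filter on low counts.

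Total counts ran from 30170909 to 38007486 in CON (median 30708423) and from 29370025 to 30952882 in RA (median 29688242). A count of 3, the most that a count of 0 allows, corresponds to between 0.0789 and 0.102 CPM, and this floor covers counting error only. The common biological coefficient of variation was 0.122.

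The statistics were tested on simulated counts drawn for 13438 genes from the means of the CON samples and the library sizes of all 6 samples. Of these genes, 200 were changed by known fold changes. In the simulated RA against CON comparison, edgeR called 90.5% of the changed genes, all with the right sign, and 11 unchanged genes, 5.73% of its calls. DESeq2 1.42.0 called 91% and 18 unchanged genes, and limma called 88% and 5 unchanged genes. These rates apply to the simulated changes only. Of 50 random lists, camera gave a p under 0.05 for 0 and fry for 2. Random lists cannot show how camera's preset correlation of 0.01 performs on lists whose genes vary together. In the data the estimated correlation was 0.50 for glycolysis, 0.52 for laminins and 0.24 for collagens, which lost their calls with it. It was 0.18 for chondrocyte matrix and identity, which kept its call.

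The alternatives were pseudocounts of 1 and 0.01 in limma fits on log2 FPKM, no filter on low values, a filter of FPKM of at least 1 in 3 samples, quantile and TMM scaling of FPKM, limma without a trend, DESeq2, each sample left out in turn, the paper's fold-change formula, thresholds on the unadjusted p or without a fold change, and a fit with the replicate number as a term. A further 3 were chosen after seeing the data: limma on log2(FPKM + 0.1), its filter of FPKM of at least 0.1 in the edgeR fit, and DESeq2's size factors in edgeR. DESeq2 for single genes was also chosen then. The filter on low counts was applied anew in each fit that left out 1 sample, which left 13612 to 13634 genes. The tested genes of a list could therefore differ between these fits. The GO, KEGG and network analyses were not used here, and docking was not run. The qPCR, western blot, immunofluorescence and siRNA experiments used other samples, which were not analysed here apart from 5 ratios taken from the paper's supplement. GC content was not tested, since no genome sequence was used here. Figures were drawn with matplotlib 3.10.9.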

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

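The tests of library size, of single libraries and of other cell types were chosen only after the results were seen. The paper's results do not report the changes of genes known to respond to retinoids, or of the 3 further genes Col10a1, Ibsp and Pparg. Each of the genes Cyp26a1, Cyp26b1, Cyp26c1, Rarb, Tgm2, Dhrs3, Col10a1, Ibsp and Pparg was a DEG with all 6 samples, with the 3 RA values above the 3 CON values. Each was singled out because it rose in RA over CON and belongs to the list of retinoid response genes, to that of hypertrophy and mineralization, or to the 42 shared targets, and the paper does not report its change.

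The retinoic acid hydroxylase gene Cyp26a1 rose by 3.35 (range 3.10 to 3.68 with each sample left out), Cyp26b1 by 2.65 (2.57 to 2.74) and Cyp26c1 by 2.12, from 1.51 to 9.52 FPKM in the case of Cyp26b1. Cyp26c1 was no longer a DEG without CON sample 3 (1.97), RA sample 1 (2.33), RA sample 2 (2.22) or RA sample 3 (1.73). The receptor gene Rarb rose by 1.43 and was a DEG in 1 of the 6 fits that left out 1 sample, that without CON sample 1 (1.85). Over the others its log2 fold change lay between 1.12 and 1.54. Tgm2 rose by 0.91 and lost the call without RA sample 3 (0.84), and Dhrs3 rose by 0.63 (range 0.60 to 0.69). Rarres1, also of the list, fell, with a log2 fold change of -0.87, and lost the call without RA sample 1 (-0.82) or RA sample 2 (-0.78). The 15 tested genes of the list had a median of 0.40 (adjusted p = 3.97e-06, camera). The call held under fry and with the estimated correlation.

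The biological difference that the design names is the RA treatment itself, and the list holds genes known to respond to retinoids. Against a difference in library size stand the totals, which overlap between the groups, with a ratio of medians of 0.967. Against the effect of a single library stands the median of the list, which stayed at 0.31 or above when each sample was left out. Cells of another type in the RA libraries cannot be told apart from the treatment for these genes, since only 6, 3 and 3 genes of the macrophage, skeletal muscle and endothelium lists passed the filter. Their highest median was 0.00435. For the macrophage list, Cd14 was most abundant, at 12.9 FPKM in CON and 15.3 in RA. For muscle, Des was most abundant, at 5.09 and 6.72. For endothelium, Erg was most abundant in CON, at 8.26 FPKM in CON and 3.25 in RA. Egfl7 was most abundant in RA, at 6.81 FPKM in CON and 6.32 in RA. The CON cultures themselves express 2 genes of each list above 1 FPKM, and 0 genes of each list are in another list. A rise caused by RA itself is a candidate explanation that stays open as a hypothesis.

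The collagen gene Col10a1, of hypertrophic chondrocytes, rose by 2.16 (range 1.87 to 2.52) at a low level, 0.198 FPKM in CON and 0.89 in RA, and Ibsp, of mineralizing cells, rose by 1.47 (1.29 to 1.64). Both were singled out after their values were seen, as was Panx3. Pparg, among the 42 shared targets, rose by 1.35 and was no longer a DEG without CON sample 2 (1.32), RA sample 2 (1.22) or RA sample 3 (1.32). Of the 11 tested genes of the hypertrophy and mineralization list, 4 were higher, with Mmp13 and Spp1 beside these, and Panx3 was lower at -1.91, though no longer a DEG without CON sample 2 (-1.52) or any 1 of the RA samples (-1.72 to -2.19). The median of the list was 0.23 (adjusted p = 1.97e-05, camera), and 0.35 without CON sample 2. The call was lost in each limma fit on log2 FPKM, where the median lay between 0.13 and 0.28. Ihh, looked at after its value was seen, had a log2 fold change of -1.63 and was not a DEG except without CON sample 1 (-1.75). Leaving out single samples did not remove the calls of Col10a1 and Ibsp, and no other technical explanation was tested for them.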

How the results depend on the processing

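The fits on log2(FPKM + 0.1) in limma, with the filter of FPKM of at least 0.1 and with DESeq2's size factors in edgeR, and DESeq2 for single genes, were chosen only after the result was seen. The number of DEGs stayed within 1.5 times 667 in the fits that left out 1 sample, from 480 to 755 DEGs, and in the other fits not named next. It was 433, with 177 lower, in limma on log2(FPKM + 1), 1017, with 504 higher and 513 lower, at an unadjusted p under 0.05, and 1319, with 714 higher and 605 lower, with no fold-change threshold. The last pair of settings call more genes by their own construction. A pseudocount of 1 shrinks the changes of low genes by construction, and no other cause was tested. With each sample left out in turn, between 265 and 387 were higher and between 215 and 368 lower. The share of higher DEGs was 51.3% to 59.1% over the fits that kept both thresholds, against 53.8% with edgeR and all samples, and 49.6% at an unadjusted p under 0.05. The median log2 fold change of all genes lay between -0.010 and 0.0092 over all fits.

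Of the 42 shared targets, 5 to 9 were DEGs across the 6 fits that each left out 1 sample, 5 of them without RA sample 3, with fewer samples as the construction of these fits. The odds ratio stayed above 1 in every fit, from 4.2 to 8.59. Pearson's r of the Table 1 values was 0.428 in limma on log2(FPKM + 1), and 0.656 to 0.707 across the leave-one-out fits. The causes were not tested.

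Of the gene lists, the integrins fell short of the threshold in limma on log2(FPKM + 1) (median 0.066), log2(FPKM + 0.01) (0.17), TMM-scaled values (0.12), without trend (0.13) and on log2(FPKM + 0.1) (0.13). The macrophage median turned negative in the same fits (-0.043, -0.24, -0.19, -0.18 and -0.18), on quantile-normalized values (-0.15), without a filter (-0.29) and with FPKM of at least 0.1 (-0.22), from 0.00435 with edgeR and all samples. Without a filter the endothelium median was 0.078, and with FPKM of at least 1 the inflammasome median was -0.0095. With the estimated correlation 6 lists passed against 12, and these lost the call: glycolysis (0.25), NF-κB targets (0.096), collagens (-0.19), laminins (0.20), endothelium and ribosomal proteins. Under fry the inflammasome list passed (median 0.012) and collagens (-0.19) and laminins (0.20) did not. With each sample left out, medians ran 0.088 to 0.39 for laminins, -0.25 to -0.12 for collagens, -0.024 to 0.025 for inflammasome, -0.38 to 0.0062 for skeletal muscle and -0.13 to 0.25 for macrophage. These fits applied the filter on low counts anew, which could change the genes of a list. Without CON sample 1 the skeletal muscle median was -0.20, and -0.70 over the genes tested with all samples. The causes were not tested.

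Of 44 named genes, 31 kept their direction and their side of the threshold in all their fits. Of the 741 fits in all, 691 did, while 41 lost a call, 8 gained one and 1 changed sign. The change of sign was that of Rps29, from -1.60 to 0.021 across the leave-one-out fits. Of the 264 leave-one-out fits, 23 lost a call and 4 gained one; leaving out 1 of 3 samples leaves fewer samples per group, which by itself can cost a call. Of the 171 fits of the 9 other lists, 13 lost a call and 12 changed sign. Among genes with low counts, Rarb, Pparg and Cyp26c1, with a mean FPKM of 0.437, 0.506 and 0.462, lost their calls without single samples. Col10a1 and Mmp9, at 0.544 and 0.555, stayed DEGs in each of the 6 leave-one-out fits, and the cause of the lost calls was not tested.

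The replicate numbers do not pair the samples: the deviations of same-numbered samples from their group means correlated at 0.0928, -0.0123 and 0.0118 for numbers 1, 2 and 3. In a fit with the replicate block, 684 genes were DEGs, 635 of them DEGs without it, and 8 of the 42 shared targets. Of the named genes, Nr0b1 became a DEG and Rarb was not one (adjusted p = 0.0526, edgeR, range 0.00367 to 0.197 over all its alternatives). The endothelium list fell short (median -0.10) and the macrophage median was -0.014. Other list calls held in this fit.

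Of the 10 splits of the 6 samples into 3 and 3, 1, the real one, gave as many DEGs, and a share under 0.1 cannot be had with 10 splits. The other 9 splits gave 0 DEGs in 6 cases and 1 DEG in 3, with 127 to 949 genes at an unadjusted p under 0.05, against 3225 in the real one.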

Differences from the paper's values

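The pairs of fold changes are on the log2 scale, RA against CON, since the values the paper prints as fold in its results text match the log2 scale for the other genes of that passage. The DESeq2 test of single genes was chosen only after the result was seen. For ITGA5 the paper gives 1.9 and the value was 0.20, and none of the alternatives set before the data were examined closed the gap. Another integrin gene, Itga3, looked at after its values were seen, had 1.93. Whether the paper's value belongs to Itga3 was not tested. For RPS29 the paper gives 2.002043011, beside an arrow that marks it as lower, and the value was -1.21. None of the alternatives set before the data were examined closed the gap; without CON sample 1 the sign was the paper's, at 0.021, and the difference remained. For RPL32 the paper gives -1.748371841 and the value was -0.12; none of those alternatives closed the gap. The other identifier named Rpl32, chosen after its values were seen, gave -1.74, and -0.25 without CON sample 1. For RPL35A the paper gives -1.685224194 and the value was -0.83; none of those alternatives closed the gap, the nearest being -1.06 without CON sample 2. LOC108349682, looked at after the values were seen, had -1.67, and -0.51 without CON sample 1. ARMCX1, for which the paper gives -2.51, had no match by symbol. LOC108348137, looked at after its values were seen, had -2.48 and was not a DEG. Its value was -0.97 without CON sample 1, and whether it stands for ARMCX1 was not tested. With DESeq2, LOC108348137 had -2.51, LOC108349682 had -1.68 and the other identifier named Rpl32 had -1.75, each close to the paper's value.

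Of the 42 shared targets the paper gives 5 that are also DEGs and the count here was 9. Of the alternatives set before the data were examined, limma on log2(FPKM + 1) with 6, a filter of FPKM of at least 1 with 7, and the fits without CON sample 2 with 7, RA sample 1 with 6, RA sample 2 with 7 and RA sample 3 with 5 came within 1.5 times the paper's value. The other alternatives set before the data were examined, which gave 8 to 10, did not.

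In Table 1 the paper marks SMIM5, C1QTNF3 and NR0B1 as higher, beside negative printed values; here the log2 fold changes were -1.95, -1.33 and -1.32. Of the 49 genes of Table 1 that could be matched, 8 were not DEGs here. Gstm5 was called without a filter on low counts (-3.88) and without CON sample 3, Kansl2 without CON sample 3, Nr0b1 in the fit with the replicate block and without CON sample 1, and Enho without CON sample 1; DESeq2, chosen for single genes after seeing the values, also called Enho and Nr0b1. At an unadjusted p under 0.05 and with the same fold-change threshold, Gstm5, Kansl2, Nr0b1, Enho and Cryga were called. Rpl32, Rpl35a and Rps29 were called under none of these settings. The paper describes Table 1 as the 50 genes that differ most. Of the 50 DEGs with the largest size of log2 fold change here, 6 are in Table 1 and 34 were higher in RA. Of the 50 with the smallest p, 15 are in Table 1 and 21 were higher in RA.

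The paper states that the inflammasome was activated and that lipid metabolism changed, as marked by PLA2G4A. Here 6 of 12 inflammasome genes were tested, none rose as a DEG, 1 had an unadjusted p under 0.05, and Casp4 was lower. Pla2g4a had a log2 fold change of 0.30, which like the paper's own value of 0.3 lies below the threshold of 0.58, so that it could not be a DEG whatever its p. Its adjusted p was 0.086 (edgeR, range over all alternatives 9.79e-04 to 0.244), and passed 0.05 without CON sample 1 (log2 fold change 0.39, adjusted p = 9.79e-04) and in the fit with the replicate block (adjusted p = 0.038). The paper states integrin activation by ITGA5. Here Itga5 was not a DEG under any of the settings run, and its adjusted p passed 0.05 only without CON sample 3, at a log2 fold change of 0.28.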

Other observations

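The tests on CON sample 1, on Actb, on the genes of Table 1 that were not DEGs, on ribosomal protein and glycolysis genes without CON sample 1, and of the share of DEGs among the shared targets as a hypothesis were chosen only after the result was seen.

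CON sample 1 lay apart from the other CON samples. On the second principal component, with 21.6% of the variance, it was at 26.4 against -16.8 and -23.8 for CON samples 2 and 3, and its root mean square distance from these was 0.474 against 0.336 between them (log2 CPM). A difference in library size is argued against by its total count of 30708423, which lies among the others. A gene length trend is argued against by a Spearman rho of 0.0196 across genes, which are not independent replicates. Its mitochondrial share was 5.37% against 3.5% and 3.32%. Whether this higher share has a part in the distance cannot be told apart, since leaving out the mitochondrial genes, few among those tested, hardly moves the distance, 1.41 times that between the other controls. A swap with an RA sample is argued against by 4 genes, Cyp26b1, Cyp26a1, Spp1 and Mmp13, whose values in it lay below those of every RA sample. Cells of another type cannot be told apart: the highest median deviation over the cell-type lists was 0.31, over few detected genes. Of 69 genes at least 2 times higher in it than in the other controls, 66.7% have a provisional or ribosomal protein name, against 7.83% of other genes (Fisher's exact test, two-sided, p = 6.89e-34). Of 108 genes at least 2 times lower, 27.8% have such a name, against 8% (Fisher's exact test, two-sided, p = 1.39e-09). For these genes a candidate explanation is reads shared with near-identical copies that were assigned otherwise in that sample. The samples of 1 group share their condition, so no biological explanation was tested apart from cells of another type.

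The paper's qPCR and western blots take β-actin as the reference. Actb, singled out after its values were seen, had a log2 fold change of 0.39 (standard error 0.123, adjusted p = 0.0926, edgeR) and was not a DEG. Without CON sample 1 it was 0.239 (standard error 0.0288, adjusted p = 1.46e-04, edgeR, from 2 CON and 3 RA samples), so CON sample 1 alone is argued against as the source of the rise. Other explanations were not tested.

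The genes Spry2, Spry4, Dusp6, Ccnd1, Epha2 and Etv4, whose values had been seen, rose by 0.76, 1.45, 1.41, 0.98, 0.88 and 2.59 on the log2 scale. The hypothesis that RA may raise the output of ERK signalling was tested on 4 other targets and feedback genes of ERK whose values had not been seen. Etv5 had a log2 fold change of 1.23, Phlda1 1.52, Dusp4 1.10 and Epha4 -0.36, with a median of 1.17, as the hypothesis predicts, though Epha4 went the other way. Dusp4 was a DEG in 3 of 6 fits that left out 1 sample, not without CON sample 2 (0.96), RA sample 1 (1.05) or RA sample 3 (1.06). Over those fits Etv5 ran from 1.17 to 1.28 and Phlda1 from 1.45 to 1.61. Technical explanations were not tested for these genes. The predicted targets Mapk14 and Ptgs2, looked at after their values were seen, had log2 fold changes of 0.091 and 0.096, and neither was a DEG.

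Of the 32 tested targets of the 42, 28.1% were DEGs against 4.91% of 13406 other genes (odds ratio 7.58, Fisher's exact test, two-sided, p = 1.74e-05), as the hypothesis that predicted targets change more often predicts. Known retinoid genes such as Cyp26b1 and Rarb are among them, so this may rest on how the targets were chosen. A higher docking score was not shown to go with a larger change across the 49 genes of Table 1, which are not independent replicates: Spearman's rho of score and size of log2 fold change was 0.143 (permutation p = 0.326, BH 0.326 over 4 coefficients of 2 relations) and Pearson's r was 0.192 (permutation p = 0.187, BH 0.249). The paper's printed values and the log2 fold changes come from the same 6 samples, so a correlation was bound to appear and its p is no evidence. Across the genes r was 0.711 and rho was 0.891 (permutation p = 1e-05 for both, the smallest they can give, BH 2.0e-05). Of the 49 pairs, 46 lay within 0.1 of each other. With DESeq2, chosen for single genes after the result was seen, 46 of 49 lay within 0.01 of the printed values. With the fold-change formula of the paper's methods, 10 of 49 did. The paper's text does not name the tool behind its printed values.

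The 8 genes of Table 1 that were not DEGs had a median size of log2 fold change of 1.33, and 0.832 without CON sample 1, or 0.627 of it. Kansl2, Rps29 and Rpl35a shrank without that sample, to -0.31, 0.021 and -0.29, while Enho and Nr0b1 grew and became DEGs, at -1.76 and -1.60. With members that move both ways, the median does not decide whether CON sample 1 kept these genes from a call. The ribosomal protein genes had a median of -0.15 (adjusted p = 5.19e-04, camera), with 0 DEGs and 31 at an unadjusted p under 0.05, and -0.11 without CON sample 1. The glycolysis median without that sample was 0.22. Both stayed on their side of 0, so CON sample 1 alone is argued against for them.

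The proliferation list rose by a median of 0.19 (adjusted p = 5.19e-04, camera), with 0 DEGs and 11 genes at an unadjusted p under 0.05. The macrophage median was 0.00435 (adjusted p = 0.754, camera), with 0 DEGs and 2 at an unadjusted p under 0.05. It was -0.13 without RA sample 2. The skeletal muscle median was -0.51 (adjusted p = 0.568, camera), and 0.0062 without CON sample 2, where the filter on low counts was applied anew. Of this list Tnnt3, looked at after its value was seen, was lower in RA (4.71 FPKM in CON and 2.36 in RA). Tnnt3 was no longer a DEG without CON sample 2 (-0.98), RA sample 1 (-0.90) or RA sample 2 (-0.89). The endothelium median was -0.12 (adjusted p = 0.0266, camera), with Erg lower at -1.36. Of its 3 tested genes, Egfl7 had -0.12 and Tek, at 0.075 FPKM in CON, had 0.15, and neither was a DEG. The list therefore gave no shared fall of endothelial genes. The endothelium call was lost without CON sample 1 (median -0.28), CON sample 3 (-0.12) or RA sample 2 (-0.15), and the median was -0.32 without CON sample 2 and -0.36 without RA sample 1. The fibroblast median was -0.061 (adjusted p = 0.568, camera), with Postn lower at -1.28. Erg and Postn were looked at after their values were seen. The proliferation call held under fry and with the estimated correlation, and the endothelium and ribosomal protein calls held under fry only.

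The paper's supplement gives protein measurements on other samples, whose image regions are not independent. The paper's ratio of RA to CON was 4.86 for MMP13, 1.46 for MMP9, 0.807 for ACAN and 0.108 for COL2A1 by immunofluorescence, and 1.61 for COX-1 by western blot. The corresponding RNA ratios here were 4.8, 7.34, 0.351, 0.582 and 1.59.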
